A study of Danio rerio with 12 samples. Its data were reported in "HOX epimutations driven by maternal SMCHD1/LRIF1 haploinsufficiency trigger homeotic transformations in genetically wildtype offspring" (2022).

How the data were processed

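Poly-A RNA was sequenced from zebrafish embryos of the AB strain, with RNA from 30 to 50 embryos in each sample. The samples fell into 4 groups of 3 libraries, wildtype (wt) and maternal-zygotic smchd1 null (MZ) embryos of a 4- to 8-cell and a sphere stage, and the groups were taken from the labels. Libraries were poly-A selected and read from both ends by the authors, who used the zebrafish genome build danRer10 and an Ensembl gene annotation. The submitters' processing notes name Bowtie and RSEM, with no version. RSEM assigns each read to genes by probability where it could come from more than 1, so that the deposited expected counts need not be whole numbers. The TPM values deposited beside them were computed by the authors from the expected counts and the effective gene lengths and sum to the same total in every library. The deposited tables held 31462 gene identifiers.

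Expected counts were rounded to whole numbers. The 1 ribosomal RNA gene found by name (zgc:158463) was removed, since the study removed ribosomal RNA genes, and its share of all counts is given separately. Symbols came from a table of gene names and from the RefSeq gene table of assembly GRCz12tu, and 25752 identifiers (81.9%) had one. Symbols in capitals are those of the table of gene names where it did not say which zebrafish copy was meant. Positions in GRCz12tu were used only for which genes neighbour each other or share a chromosome, since the files use another build, and 17408 identifiers (55.3%) could be placed. The genome sequence and annotation of danRer10 were not used here.

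Genes were kept when their mean count over the libraries in a fit, after scaling by the trimmed mean of M-values (TMM), was above 10. Genotypes were compared at each stage with the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with no block, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called changed at an adjusted p under 0.05, and calls with an absolute log2 fold change above 1, a 2-fold change, were counted separately. Standard errors (SE) of log2 fold changes were those implied by the quasi-likelihood F statistic. The change between stages within each genotype and the genotype by stage interaction came from 1 fit to all 12 libraries in 4 groups. Levels are TMM-normalised CPM, given as mean ± SD over the 3 libraries of a group. A gene with 0 counts in every library of a group was given a floor of 3 counts over the group, so that its fold is a lower bound. Where a group held 1 to 3 counts, the ratio is given with its 95% counting interval, and floors and intervals cover counting error only. The sums of CPM over a gene list were compared by a two-sided exact permutation test, for which 0.1 is the smallest p that 3 against 3 libraries allow. The labels do not state that libraries of a group came from separate clutches, and p-values then measure the spread between these samples, which may be technical.

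Gene lists were written before the data were examined. They covered hox genes, hox regulators and cofactors, DNA methylation and repressive chromatin, SMC complexes, maternal egg and oocyte genes, germ plasm and germ cell genes, meiotic genes, zygotic genes of the blastula, skeletal development without hox, other homeobox genes including evx and ParaHox genes, clustered protocadherins, the p53 and DNA damage response, the interferon response, markers of ovarian follicle, blood, liver and testis, and mitochondrially encoded genes. Hox genes were also split by cluster and by paralogue group, and the 10 protein-coding genes on each side of each of the 7 hox clusters formed a further list, for which 106 of 140 genes were found. In all, 29 lists matched genes in the tables. Lists with at least 3 tested members were tested with camera (limma 3.58.1) on voom log2 CPM with a preset inter-gene correlation of 0.01, with an estimated correlation and with fry beside it, and adjusted over all lists of a stage.

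The genes named were fixed by a rule written before the data were examined. It took smchd1, every called hox gene, for each stage the 8 largest increases and the 8 largest decreases among called genes whose 3 MZ libraries all lay on one side of the 3 wt libraries and whose symbol was not derived from a clone, up to 4 members of each list by adjusted p, and the 5 largest values in each direction for the interaction and for each stage contrast. Genes outside this rule are named as chosen after their values were seen.

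The alternatives tried were other size factors or none, other filters, unrounded counts, DESeq2 1.42.0, limma on log2(TPM + 1) and log2(TPM + 0.1), a fit to all 12 libraries, the replicate number as a block, leaving out each library in turn, and leaving out the chromosome of smchd1 or the mitochondrial genes. The fitting code was tested on simulated counts drawn from the means and library sizes of the real samples, with known changes in a set of them. At the 4- to 8-cell stage edgeR recovered 47.0% of genes changed 2-fold, 67.7% of those changed 4-fold and 90.9% of those changed 8-fold, with 13 false calls among 15503 unchanged genes. At the sphere stage these shares were 17.9%, 71.9% and 88.9%, with 8 false calls among 15865 unchanged genes. For the interaction they were 31.3%, 56.9% and 78.8%, with 3 false calls among 15948 unchanged genes. Tables were joined and plots drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

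Total expected counts per library ranged from 7829742 to 23681822, so that a gene at 1 CPM rested on 7.83 counts in the shallowest library. Pearson's r of log2 CPM between libraries of a group was 0.944 to 0.966 at the 4- to 8-cell stage and 0.951 to 0.987 at the sphere stage, and between genotypes it was 0.924 to 0.945 and 0.916 to 0.939. These correlations are across genes, which are not independent replicates. No pair of libraries agreed within counting noise, since the lowest chi-square per degree of freedom was 18.0 at the 4- to 8-cell stage and 9.74 at the sphere stage.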

Results

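Embryos of the AB strain lacking maternal and zygotic smchd1 were compared with wildtype embryos before and after the onset of zygotic transcription, with 3 libraries per genotype and stage. Libraries held 7829742 to 23681822 expected counts, with the fewest in MZ replicate 1 at the sphere stage. The ribosomal RNA gene zgc:158463, removed before the tests, held 1.56 ± 2.09% of the counts in the MZ sphere libraries and 0.0127 ± 0.00831% in the wt sphere libraries (n = 3 each), with 3.98% in MZ replicate 1. Which genes answer to the loss of smchd1 was asked first of smchd1 itself, then of the hox genes that the study reported, and then of all genes.

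The smchd1 transcript, which encodes a chromatin protein with an SMC hinge domain, was abundant in wt embryos and fell in MZ embryos at both stages. It stood at 241 ± 23.1 CPM in wt and 6.66 ± 1.23 CPM in MZ 4- to 8-cell embryos (n = 3 each), a log2 fold change of -5.17 (SE 0.15). In sphere embryos the levels were 221 ± 57.3 and 3.53 ± 0.287 CPM, a log2 fold change of -5.95 (SE 0.23). All 3 MZ libraries lay below all 3 wt libraries at each stage, with adjusted p-values of 0.000105 and 6.06e-05 (edgeR quasi-likelihood). The study described smchd1 as a maternally supplied transcript that is barely detectable in its null lines, and the labels of these libraries match that loss.

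In 4- to 8-cell embryos, which hold maternal RNA, transcripts of hox genes, known for patterning the head-to-tail axis, were higher without smchd1. hoxb2a rose from 1.41 ± 0.335 to 13.8 ± 5.11 CPM (log2 fold change 3.28, SE 0.36, n = 3 each). hoxc10a rose from 0.390 ± 0.227 to 6.54 ± 0.726 CPM (4.06, SE 0.45), hoxc11a from 2.32 ± 0.632 to 10.9 ± 1.23 CPM (2.23, SE 0.27) and hoxd10a from 0.0664 ± 0.115 to 3.87 ± 1.51 CPM (5.77, SE 1.00). The CPM summed over the 47 hox genes in the tables was 16.9 ± 6.20 in wt and 67.7 ± 6.06 in MZ embryos, a ratio of 4.01 (exact permutation p = 0.1, the smallest possible with 3 against 3 libraries). By cluster the ratio of summed CPM was 5.02 for hoxaa, 2.03 for hoxab, 5.49 for hoxba, 2.05 for hoxbb, 5.98 for hoxca, 5.29 for hoxcb and 3.74 for hoxda. Cluster sums leave out the hox genes with symbols in capitals, which do not say which copy is meant, and the hoxcb sum holds 1 gene, hoxc11b. No hoxaa gene was tested, with sums of 0.270 and 1.36 CPM. The hoxab, hoxbb and hoxcb clusters held 1 tested gene each, hoxa13b, hoxb1b and hoxc11b, none of them called (exact permutation p = 0.2 for each sum). For paralogue groups 5 to 8, of which 1 gene was tested, the ratio was 4.71.

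**Figure D1:**
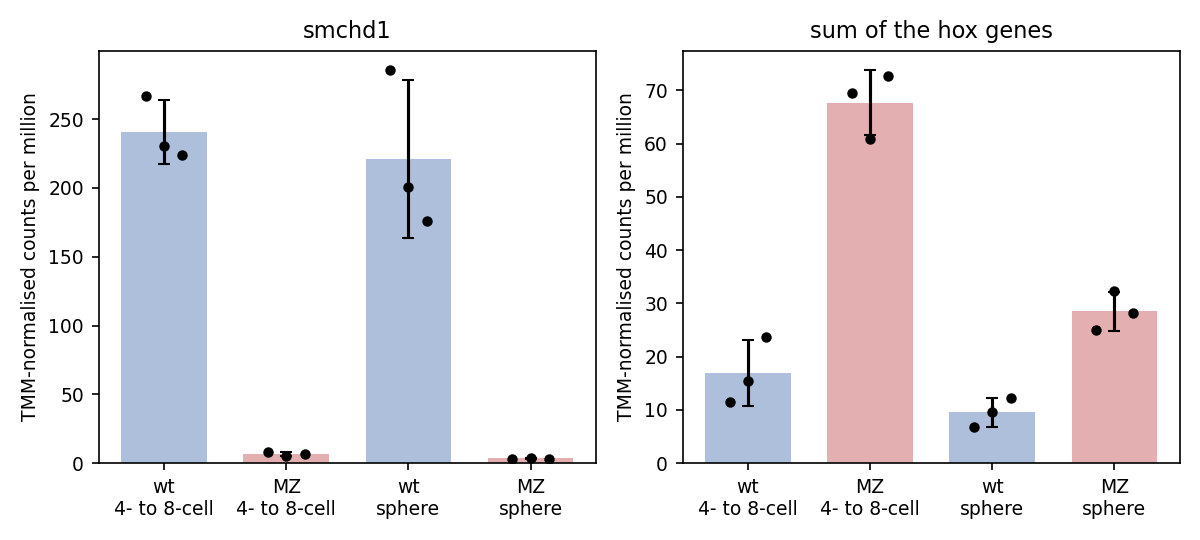
Levels of smchd1 (left) and of the sum over 47 hox genes (right) in TMM-normalised CPM. Bars are means over 3 libraries, error bars are SD and each point is 1 library. Blue marks wt and red marks MZ embryos. The vertical scales of the panels differ.

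Of 15 hox genes tested at this stage, 13 had positive log2 fold changes (median of the 15 genes 2.23), and both counts were the same under each scaling tried. The 4 genes above passed, with adjusted p-values of 0.0103 for hoxb2a, 0.0113 for hoxc10a, 0.0151 for hoxc11a and 0.0354 for hoxd10a (edgeR quasi-likelihood). None passed as lower, where 1 gene, hoxd13a, had an unadjusted p under 0.05 by edgeR and DESeq2 called 0. Adjusted over the list alone, 8 genes were higher and 1 was lower. hoxd13a had 69 counts in wt and 3 in MZ libraries, a ratio of 19.3 (counting interval 6.32 to 95.6), and did not pass over all genes (adjusted p = 0.125, edgeR quasi-likelihood). The hox list was chosen by the study on these samples and is not independent evidence of its direction. Tested as a set against all other genes, the hox genes were higher (adjusted p = 1.92e-05, camera), and the adjusted p was 0.210 with an estimated correlation. Paralogue groups 9 to 13 (adjusted p = 6.63e-04, camera, 11 genes), the hoxca cluster (6.46e-04, 4 genes) and paralogue groups 1 to 4 (0.0381, 3 genes) also passed, with adjusted p-values of 0.210, 0.210 and 0.382 with an estimated correlation. The hoxba and hoxda clusters did not pass by camera (adjusted p = 0.105 and 0.153) but did by fry (0.0328 and 0.0242). Of the 23 lists tested, 4 passed by camera, 0 with an estimated correlation and 8 by fry. Those by fry were the 4 lists that passed by camera, both of these clusters, the clustered protocadherins, and DNA methylation and repressive chromatin. All were toward higher values.

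Calls of single hox genes depended on single libraries. hoxb2a and hoxc10a passed whichever library was left out. hoxd10a was lost without wt replicate 1 (adjusted p = 0.0583, edgeR quasi-likelihood), wt replicate 3 (0.0707) or MZ replicate 1 (0.0962), 2 (0.0787) or 3 (0.0938). hoxc11a was lost without MZ replicate 1 (adjusted p = 0.0538, edgeR quasi-likelihood) or 3 (0.0592), so that 2 hox genes were called without either, and hoxb7a passed without wt replicate 1 (0.0458).

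**Figure D2:**
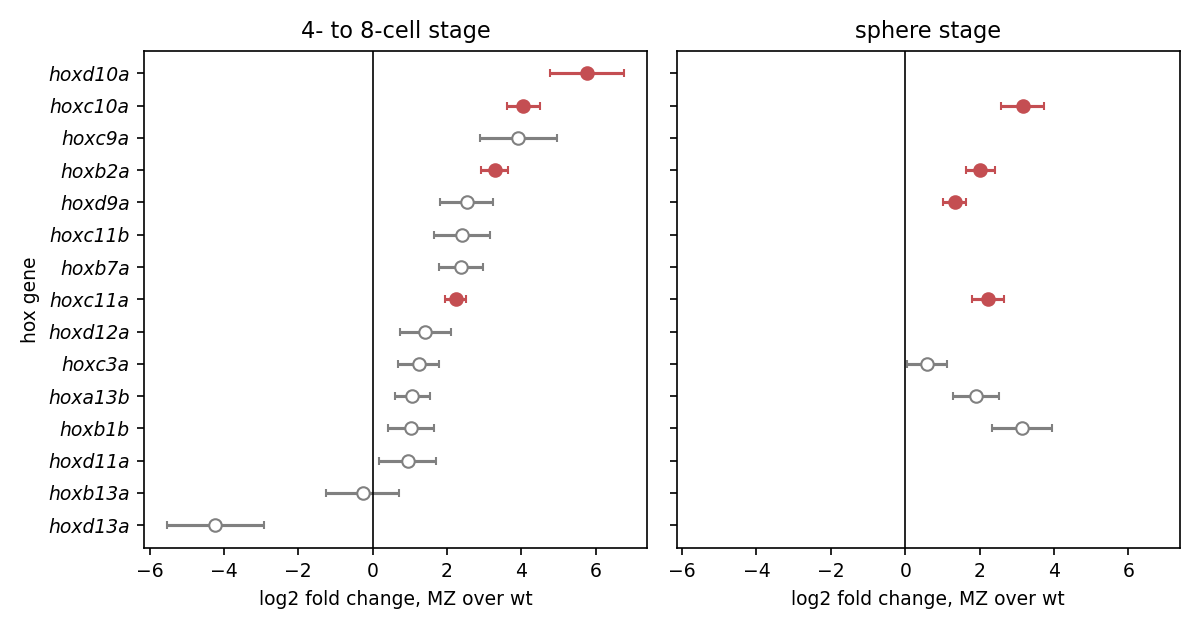
Log2 fold changes of the hox genes tested at each stage, MZ over wt, n = 3 libraries each. Error bars are the SE from the edgeR quasi-likelihood fit. Red filled points have an adjusted p under 0.05 over all genes, and open points do not. A row without a point was not tested at that stage. The fitted value of hoxd13a rests on 3 counts in MZ libraries and depends on the prior count.

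Over all genes of the earlier stage the largest increases in MZ embryos were in transcripts hardly present in wt. The clustered protocadherin pcdh1g3 was at least 43.4-fold higher (0 counts in wt and 109 in MZ libraries). acoxl, an acyl-CoA oxidase-like gene, had 3 and 446 counts, a ratio of 178 (counting interval 60.4 to 864), the glutamate receptor subunit GRIA2 2 and 191 (114, interval 31.2 to 949), the homeobox gene nkx2.7 1 and 77 (92.0, interval 16.0 to 3680) and etf1a 2 and 63 (37.6, interval 9.99 to 318). gata2b, a transcription factor of blood development, rose from 0.430 ± 0.225 to 20.1 ± 2.44 CPM (log2 fold change 5.50, SE 0.38, n = 3 each), and fras1, a basement membrane protein gene, from 1.03 ± 0.649 to 33.9 ± 6.89 CPM (5.04, SE 0.46). Adjusted p-values were 0.0161 for pcdh1g3, 7.96e-04 for acoxl, 0.0151 for GRIA2, 0.0217 for nkx2.7, 0.0178 for etf1a, 0.00339 for gata2b and 0.00753 for fras1 (edgeR quasi-likelihood).

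The largest decreases included the opsin gene opn7d, with 700 counts in wt and 2 in MZ libraries, a ratio of 293 (counting interval 80.8 to 2424). pcdh2ab8 was at least 36.3-fold lower, CCDC134 at least 30.4-fold, rph3ab at least 28.5-fold and the interleukin receptor gene il17ra1a at least 19.8-fold lower, with 0 counts in MZ libraries. soul3 had 125 counts in wt and 1 in MZ libraries (ratio 105, interval 18.4 to 4165). zbtb46 and the cytokine gene osm had log2 fold changes of -6.03 (SE 0.69) and -5.81 (SE 0.56). Adjusted p-values were 0.00662 for opn7d, 0.0327 for pcdh2ab8, 0.0240 for CCDC134, 0.0260 for rph3ab, 0.0352 for il17ra1a, 0.0351 for soul3, 0.0119 for zbtb46 and 0.00793 for osm (edgeR quasi-likelihood).

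Of 15937 genes tested at the 4- to 8-cell stage, 482 (3.02%) changed, 212 higher and 270 lower in MZ embryos (edgeR quasi-likelihood), and 290 of them by more than 2-fold (129 higher, 161 lower). In all 482 the libraries of the genotypes did not overlap, as in 29.0% of all tested genes, where chance gives 10%. The count was 231 without wt replicate 2, 282 without wt replicate 3, and 136, 173 and 125 without MZ replicates 1, 2 and 3. For changes over 2-fold it was 174 without wt replicate 2, and 103, 112 and 101 without MZ replicates 1, 2 and 3. Of the 29 genes called by the naming rule at this stage, 9 passed whichever library was left out (hoxb2a, hoxc10a, acoxl, GRIA2, gata2b, fras1, opn7d, osm and mbd3a).

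Among the other lists at the 4- to 8-cell stage, members went both ways. Of 33 genes of DNA methylation and repressive chromatin, SUV39H1, a histone H3 lysine 9 methyltransferase, was higher (log2 fold change 0.49, SE 0.09, n = 3 each) and mbd3a, of the methyl-CpG-binding domain family, fell from 91.6 ± 1.14 to 60.5 ± 1.57 CPM (-0.60, SE 0.06). Their adjusted p-values were 0.0443 and 0.0101 (edgeR quasi-likelihood), and 2 were higher and 1 lower adjusted over the list alone. The list did not pass by camera (adjusted p = 0.405) but did by fry, toward higher values (0.00762). Of 14 zygotic genes of the blastula, 1 was lower, id3, an inhibitor of helix-loop-helix factors, at 44.4 ± 10.6 CPM in wt and 10.2 ± 3.43 CPM in MZ embryos (-2.12, SE 0.31, adjusted p = 0.0241, edgeR quasi-likelihood). It was the 1 call adjusted over the list alone, the summed CPM was 94.7 ± 16.0 in wt and 52.0 ± 0.701 in MZ embryos (exact permutation p = 0.1, the smallest possible), and the list did not pass (adjusted p = 0.332, camera).

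Of 4 clustered protocadherins tested, whose related sequences can share reads, 2 were higher and 1 was lower, pcdh1g3, pcdh2ab10 (log2 fold change 4.38, SE 0.84, adjusted p = 0.0464, edgeR quasi-likelihood) and pcdh2ab8, and 3 and 1 adjusted over the list alone (list adjusted p = 0.105, camera). Among 16 other homeobox genes otx2b, a head and brain transcription factor, was higher (3.16, SE 0.57, adjusted p = 0.0406, edgeR quasi-likelihood), also adjusted over the list alone, and among 15 skeletal genes without hox BMP2, a bone morphogenetic protein (2.97, SE 0.38, adjusted p = 0.0161), with 1 higher and 2 lower adjusted over the list alone. Those lists did not pass (adjusted p = 0.753 and 0.763, camera). Of 80 genes flanking the hox clusters, prkra (1.12, SE 0.20) and plekha8 (0.84, SE 0.16) were higher and prr15la (-3.52, SE 0.52) and si:dkey-110g7.8 (-3.12, SE 0.47) lower. Their adjusted p-values were 0.0360, 0.0443, 0.0245 and 0.0263 (edgeR quasi-likelihood), 5 were higher and 6 lower adjusted over the list alone, and the list did not pass (adjusted p = 0.763, camera).

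In 11 further lists with 145 tested members edgeR quasi-likelihood called 0, where 24 had an unadjusted p under 0.05 and DESeq2 called 14. The lists, with camera adjusted p-values, were maternal egg genes (0.384, 21 tested), germ plasm genes (0.332, 15), meiotic genes (0.903, 12), SMC complexes (0.575, 25), hox regulators (0.687, 18), the p53 response (0.753, 16), the interferon response (0.757, 13), mitochondrial genes (0.575, 13) and markers of follicle (0.757, 5), blood (0.422, 3) and testis (0.621, 4). Adjusted over the list alone, 1 meiotic gene, 2 SMC genes and 1 p53 gene were lower, and 1 follicle marker was higher and 1 lower. None of the 18 liver markers reached the count minimum. Summed CPM in MZ over wt embryos was 1.29 for blood, 1.56 for liver, 1.33 for testis, 0.651 for follicle and 0.926 for mitochondrial genes.

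At the sphere stage hox transcripts were again higher in MZ embryos. hoxc10a rose from 0.641 ± 0.526 to 5.78 ± 1.78 CPM (log2 fold change 3.16, SE 0.57, n = 3 each), hoxc11a from 1.09 ± 0.560 to 5.15 ± 1.08 CPM (2.23, SE 0.43), hoxb2a from 0.445 ± 0.0868 to 1.83 ± 0.196 CPM (2.01, SE 0.39) and hoxd9a from 1.83 ± 0.318 to 4.58 ± 0.851 CPM (1.33, SE 0.32). Their adjusted p-values were 0.0223, 0.0266, 0.0258 and 0.0450 (edgeR quasi-likelihood). The sum over 47 hox genes was 9.52 ± 2.72 CPM in wt and 28.5 ± 3.65 CPM in MZ embryos, a ratio of 3.00 (exact permutation p = 0.1, the smallest possible). By cluster the ratio was 1.51 for hoxaa, 3.32 for hoxab, 3.19 for hoxba, 7.76 for hoxbb, 4.94 for hoxca, 0.513 for hoxcb and 1.93 for hoxda, and for paralogue groups 5 to 8, of which no gene was tested, 2.53. No gene of hoxaa or hoxcb was tested either, and the hoxcb sum was again that of hoxc11b alone. The hoxab, hoxba, hoxbb and hoxda clusters held 1 tested gene each, and those of hoxab (hoxa13b) and hoxbb (hoxb1b) were not called. These MZ libraries also held more of the ribosomal RNA gene than the wt libraries, 1.56 ± 2.09% against 0.0127 ± 0.00831% of counts.

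All 7 hox genes tested at the sphere stage had positive log2 fold changes under each scaling tried. The 4 above passed as higher and 0 as lower (edgeR quasi-likelihood, where 0 lower genes had an unadjusted p under 0.05 and DESeq2 called 0 lower), and 6 were higher adjusted over the list alone. Both counts rest on the count minimum, since with no filter 31 of 42 hox genes were positive and edgeR called 6 higher and 1, hoxd13a, lower (42 counts in wt and 2 in MZ libraries, named after its value was seen). The list is again the study's own and is not independent evidence. hoxb1b (adjusted p = 0.0524), hoxa13b (0.0962) and hoxc3a (0.510) did not pass (edgeR quasi-likelihood). As a set the hox genes were higher (adjusted p = 5.24e-04, camera), with an adjusted p of 0.546 with an estimated correlation. Paralogue groups 9 to 13 (0.00415, camera, 4 genes) and the hoxca cluster (0.0411, 3 genes) passed as well, each with an adjusted p of 0.546 with an estimated correlation, and paralogue groups 1 to 4 did not (0.0573, camera). Of 20 lists tested, 3 passed by camera, 0 with an estimated correlation and 7 by fry, and 5 passed by camera without MZ replicate 2. By fry the same 3 passed, with paralogue groups 1 to 4 and the flanking genes, toward higher values. Homeobox genes other than hox and testis markers also passed by fry, toward lower values. Without wt replicate 1, MZ replicate 2 or MZ replicate 3, 0 hox genes were called by edgeR. hoxc11a was also lost without wt replicate 2 (adjusted p = 0.0511, edgeR quasi-likelihood), and hoxd9a without wt replicate 3 (0.0809) or MZ replicate 1 (0.0517).

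Over all genes at the sphere stage the largest increases in MZ embryos were again in transcripts close to absent from wt. mhc1uba, a class I histocompatibility gene, was at least 36.1-fold higher (0 counts in wt and 83 in MZ libraries) and arhgap20 at least 31.3-fold (0 and 72). slc13a5b had 1 and 150 counts (ratio 196, counting interval 34.6 to 7777), s100s 2 and 210 (137, interval 37.4 to 1138), the axon guidance gene NTN1 1 and 82 (107, interval 18.7 to 4274) and PANX3 2 and 79 (51.5, interval 13.8 to 433). ms4a17a.8 and gnb3a had log2 fold changes of 5.93 (SE 0.67) and 5.35 (SE 0.48). Adjusted p-values were 0.0294 for mhc1uba, 0.0461 for arhgap20, 0.0310 for slc13a5b, 0.00597 for s100s, 0.0123 for NTN1, 0.0115 for PANX3, 0.00670 for ms4a17a.8 and 0.00338 for gnb3a (edgeR quasi-likelihood).

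The decreases were led by opn7d, with 612 counts in wt and 1 in MZ libraries (ratio 469, counting interval from 83.9). sumo2a, a SUMO protein gene, had 299 and 2 counts (115, interval 31.5 to 951), ADAMTSL2 121 and 1 (92.8, interval 16.3 to 3695) and slc16a7 172 and 3 (44.0, interval 14.8 to 215). tmprss15, an intestinal protease gene, fell from 53.4 ± 6.26 to 1.35 ± 0.440 CPM (log2 fold change -5.24, SE 0.26, n = 3 each), and the integrin gene itga10 and ATP6V0A2 had log2 fold changes of -6.23 (SE 0.57) and -4.96 (SE 0.57). Adjusted p-values were 0.00296 for opn7d, 0.00703 for sumo2a, 0.0101 for ADAMTSL2, 0.0180 for slc16a7, 2.48e-04 for tmprss15, 0.00348 for itga10 and 0.00695 for ATP6V0A2 (edgeR quasi-likelihood).

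Of 16314 genes tested at the sphere stage, 1269 (7.78%) changed, 605 higher and 664 lower in MZ embryos (edgeR quasi-likelihood), 764 of them by more than 2-fold (408 higher, 356 lower). In 1266 of them the libraries did not overlap, as in 34.8% of all tested genes, where chance gives 10%. The share of higher calls was 47.7% with TMM and 62.4% with no scaling factor (747 higher, 451 lower). It was 67.9% with limma on log2(TPM + 1) (625 higher, 296 lower) and 67.8% with limma on log2(TPM + 0.1), where the test changed along with the scale and the median of all genes lay at 0.13 and 0.15. The count was 427 without wt replicate 1, 84 without MZ replicate 2 and 108 without MZ replicate 3, and for changes over 2-fold 331, 84 and 104. Of the 38 genes called by the naming rule, 8 passed whichever library was left out (s100s, ms4a17a.8, gnb3a, opn7d, sumo2a, itga10, tmprss15 and gdf3).

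Maternal and germ line transcripts were among the genes that changed at the sphere stage. Of 21 maternal egg genes, gdf3, a maternal growth factor of the TGF-beta family, fell from 501 ± 28.7 to 247 ± 12.9 CPM (log2 fold change -1.02, SE 0.09, n = 3 each), and figla, an oocyte transcription factor, was higher (1.32, SE 0.28). Of 15 germ plasm genes, piwil1 (-0.82, SE 0.15) and ddx4 (-0.40, SE 0.10), a piRNA-binding protein gene and a germ line helicase gene, were lower. Of 10 meiotic genes sycp2, of the synaptonemal complex, was higher (2.64, SE 0.50). Adjusted p-values were 0.00350 for gdf3, 0.0321 for figla, 0.0232 for piwil1, 0.0499 for ddx4 and 0.0255 for sycp2 (edgeR quasi-likelihood). Adjusted over the list alone, 4 maternal genes were higher and 2 lower, 1 germ plasm gene was higher and 3 lower, and 2 meiotic genes were higher. These lists did not pass (adjusted p = 0.615, 0.997 and 0.406, camera), and the share of the ribosomal RNA gene differed between these libraries as given above, 1.56 ± 2.09% in MZ and 0.0127 ± 0.00831% in wt.

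In the chromatin list of 32 genes at the sphere stage, setdb1a, a histone H3 lysine 9 methyltransferase, was higher (log2 fold change 0.59, SE 0.11) and mbd3a lower (-0.54, SE 0.13), with 2 higher and 2 lower adjusted over the list alone. Of 17 hox regulators men1, which encodes menin, was higher (0.59, SE 0.13) and the hox cofactor gene pbx3b lower (-2.86, SE 0.60), with 2 and 1 adjusted over the list alone. Of 21 genes of the p53 response ddb2 (0.84, SE 0.15), of nucleotide excision repair, and sesn1 (0.78, SE 0.17) were higher, also 2 adjusted over the list alone. Of 17 skeletal genes PAX1, a sclerotome transcription factor, was higher (3.03, SE 0.75) and sp7, of the osteoblast lineage, lower (-2.02, SE 0.41), with the same counts adjusted over the list alone. Of 25 SMC complex genes the cohesin gene STAG1 was higher (0.84, SE 0.20), with 0 adjusted over the list alone, and of 7 testis markers the ciliary dynein gene DNAI1 was lower (-3.25, SE 0.60), with 1 higher and 2 lower adjusted over the list alone. Adjusted p-values were 0.0251 for setdb1a, 0.0455 for mbd3a, 0.0362 for men1, 0.0316 for pbx3b, 0.0202 for ddb2, 0.0384 for sesn1, 0.0494 for PAX1, 0.0295 for sp7, 0.0452 for STAG1 and 0.0237 for DNAI1 (edgeR quasi-likelihood). The lists did not pass by camera, with adjusted p-values of 0.997, 0.997, 0.815, 0.815, 0.815 and 0.330 in the order given. By fry the testis markers passed, toward lower values (adjusted p = 0.0328). The MZ libraries held 1.56 ± 2.09% of the ribosomal RNA gene and the wt libraries 0.0127 ± 0.00831%.

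Of 83 genes flanking the hox clusters at the sphere stage, 5 were higher and 0 lower, wipf3 (log2 fold change 3.59, SE 0.50), adsl (1.18, SE 0.21), atp5mc3a (0.56, SE 0.12), atp5mc1 (0.69, SE 0.16) and mfsd5 (0.49, SE 0.12), the last named after its value was seen. Adjusted p-values were 0.0106, 0.0219, 0.0321, 0.0412 and 0.0481 (edgeR quasi-likelihood), and 3 were higher adjusted over the list alone. The list did not pass by camera (adjusted p = 0.524) but did by fry, toward higher values (0.0328). In 6 further lists with 89 tested members edgeR quasi-likelihood called 0, where 17 had an unadjusted p under 0.05 and DESeq2 called 6. Of 37 zygotic genes of the blastula, 9 had positive and 28 negative log2 fold changes, with summed CPM of 5073 ± 1051 in wt and 4273 ± 936 in MZ embryos, and the list did not pass (adjusted p = 0.0516, camera). The others were homeobox genes (adjusted p = 0.157, camera, 15 tested), the interferon response (0.815, 14), mitochondrial genes (0.815, 13) and markers of blood (0.815, 3) and follicle (0.997, 7), of which 1 follicle marker was lower adjusted over the list alone. By fry the homeobox genes passed, toward lower values (adjusted p = 0.0144). Too few protocadherins (2) and liver markers (0) were tested for a list test. Summed CPM in MZ over wt embryos was 1.20 for blood, 1.16 for liver, 0.713 for testis, 0.786 for follicle and 0.855 for mitochondrial genes, beside 1.56 ± 2.09% and 0.0127 ± 0.00831% of the ribosomal RNA gene.

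Some genes changed in the same direction at both stages, in separate libraries of the same genotypes. opn7d and smchd1 were lower at both. acoxl (log2 fold change 4.60 at the sphere stage), gata2b (5.50 and 3.47), ANTXR1 (4.21 and 5.22), hoxc10a, hoxb2a and hoxc11a were higher at both. The histone gene h2ax1 (-4.81 and -2.01), the calcium channel gene cacna1ha (-3.43 and -2.55) and mbd3a were lower at both. ANTXR1, h2ax1 and cacna1ha were chosen after their values were seen. Of 15018 genes tested at both stages, 448 had changed at the 4- to 8-cell stage and 1167 at the sphere stage. Of these, 26 were higher at both and 52 lower at both, where 7.22 and 10.3 would be shared by chance (Fisher's exact p = 1.46e-08 and 1.06e-22, odds ratios 4.15 and 6.59), and 2 changed in opposite directions. The tests take genes as independent. A difference between the MZ line and the wt fish apart from smchd1 would also recur at both stages. The overlap cannot tell it from an effect of smchd1. Of the 448 genes, 338 (75.4%) had the same sign at the sphere stage. The 78 shared genes were 47 without wt 4- to 8-cell replicate 2, 33, 41 and 27 without MZ 4- to 8-cell replicates 1, 2 and 3, 43 without wt sphere replicate 1, and 12 and 13 without MZ sphere replicates 2 and 3.

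Between the stages the embryos gained zygotic transcripts in both genotypes. In wt embryos aplnrb, an apelin receptor gene, rose from 0 to 141 ± 40.5 CPM (at least 3107-fold, n = 3 each), znf1126 at least 3074-fold, the ventral repressor gene ved at least 2482-fold and grhl1, a gene of the grainyhead family, at least 1233-fold. stm had 3 and 23952 counts (ratio 11136, counting interval 3810 to 54002). Among decreases, arhgap20 was at least 85.8-fold and nppc at least 13.1-fold lower, SEZ6 had a ratio of 110 (interval 19.5 to 4389) and cirop of 104 (interval 28.5 to 863), and ms4a17a.8 a log2 fold change of -6.47 (SE 0.82). In MZ embryos nnr rose at least 3571-fold, PRICKLE1 at least 2768-fold and the chemokine receptor gene ACKR3 at least 1758-fold, with log2 fold changes of 13.16 (SE 0.25) for drll.3 and 12.65 (SE 0.53) for the T-box gene tbx16. sumo2a had a ratio of 330 lower (interval 91.1 to 2728), wasa was at least 8.06-fold lower, and c1qtnf4 and sc:d217 had log2 fold changes of -7.18 (SE 1.09) and -6.54 (SE 1.57).

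Of 16595 genes tested over the 12 libraries, 2063 rose and 2071 fell more than 2-fold from the 4- to 8-cell to the sphere stage in wt embryos, and 1963 rose and 1424 fell in MZ embryos (edgeR quasi-likelihood), with 2442 called in the same direction in both. Of 37 zygotic genes of the blastula 34 rose and 2 fell in wt embryos (adjusted p = 7.29e-15, camera, and adjusted p = 0.310 with an estimated correlation). Of 15 germ plasm genes 0 rose and 5 fell (adjusted p = 0.0226, camera, and 0.310 with an estimated correlation). Of 21 genes of the p53 response 7 rose and 2 fell (adjusted p = 0.0435, camera, and 0.310 with an estimated correlation), and of 13 mitochondrial genes 5 rose (adjusted p = 0.050, camera, and 0.764 with an estimated correlation). Of the 10 genes named for each genotype, 8 in wt and 9 in MZ embryos passed whichever library was left out. The MZ sphere libraries held 1.56 ± 2.09% of the ribosomal RNA gene.

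The change between the stages differed by genotype for a smaller set of genes. il17ra1a went from 1.09 ± 0.411 to 0.557 ± 0.403 CPM in wt and from 0 to 2.01 ± 0.0526 CPM in MZ embryos (n = 3 each), and TSPAN18, a tetraspanin gene, from 5.06 ± 4.59 to 0.126 ± 0.0602 and from 0.629 ± 0.270 to 3.81 ± 0.351 CPM. The ion channel gene trpm6 went from 19.2 ± 16.3 to 6.02 ± 2.99 in wt and from 0.752 ± 0.0977 to 20.7 ± 0.991 CPM in MZ embryos, and fbxo41 from 8.51 ± 3.61 to 15.1 ± 11.4 and from 14.1 ± 1.94 to 0.661 ± 0.714 CPM. The genotype by stage interaction passed for 327 genes, 182 positive and 145 negative (edgeR quasi-likelihood), and in 246 the genotype effects at the 2 stages had opposite signs. Of 11 hox genes tested, edgeR called 0, where 2 had an unadjusted p under 0.05, 0 passed adjusted over the list alone and DESeq2 called 1, hoxc11b. No list passed by camera, with an adjusted p of 0.865 for the hox genes. The count was 125 and 132 without wt 4- to 8-cell replicates 2 and 3, 115 and 806 without wt sphere replicates 1 and 3, 138, 109 and 94 without MZ 4- to 8-cell replicates 1, 2 and 3, and 576, 26 and 33 without MZ sphere replicates 1, 2 and 3. Of 10 genes named, il17ra1a and TSPAN18 passed whichever library was left out.

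**Figure D3:**
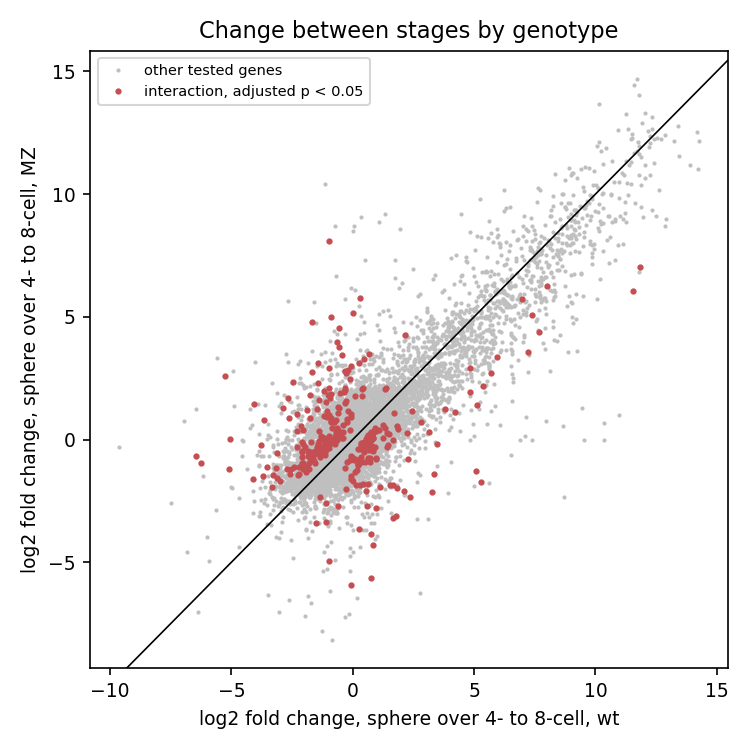
Log2 fold change from the 4- to 8-cell to the sphere stage in wt (horizontal) and MZ (vertical) embryos for the genes tested over 12 libraries, n = 3 per group. Red points have a genotype by stage interaction with an adjusted p under 0.05 (edgeR quasi-likelihood). The line marks an equal change in both genotypes. Fitted values of genes with few counts in a group depend on the prior count.

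Genes on the chromosome of smchd1 were asked about separately, because they are linked to the mutated locus. At the sphere stage 85 of 646 tested genes on that chromosome (13.2%) changed, smchd1 left out, against 7.38% on all others (odds ratio 1.90, interval 1.48 to 2.42, Fisher's exact p = 9.17e-07). It was the highest share of 25 chromosomes, with 12.4% on the next. At the 4- to 8-cell stage 25 of 637 changed (3.92%, against 2.98%, odds ratio 1.33, interval 0.840 to 2.02, Fisher's exact p = 0.189), and another chromosome reached 6.19%. Within 10 Mb of smchd1 3 of 73 and 6 of 72 tested genes changed at the 2 stages, with odds ratios of 1.37 and 1.09 (Fisher's exact p = 0.487 and 0.823). A position was known for 72.2% and 71.3% of the tested genes. The test of the earlier stage passed when any 1 library was left out, with odds ratios of 1.90, 2.48 and 1.90 without wt replicates 1, 2 and 3 and 2.12, 2.07 and 2.13 without MZ replicates 1, 2 and 3. The odds ratio at the sphere stage was 4.40 without MZ replicate 3.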

Values the study reported

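The study reports 3 biological samples per genotype and stage. It used DESeq2 and called genes differentially expressed at an FDR below 0.05 with a mean expression above 10 and a fold change above 2. The main counts given here come from edgeR, a different test, and those by DESeq2 are given below.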

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

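The difference of the genotype effect between the stages was a planned test, and the share of the ribosomal RNA gene was looked at after the data were seen. The genotype effect differed between the stages for 327 genes by the interaction term of edgeR quasi-likelihood. The interaction was 9.06 (SE 1.18) for il17ra1a, 7.83 (SE 0.95) for TSPAN18, 6.45 (SE 1.27) for trpm6, 5.88 (SE 1.1) for the chemokine receptor gene CCR6 and 5.81 (SE 1.00) for ms4a17a.8 on the log2 scale, which is positive where MZ embryos gained more, or lost less, between the stages. It was -6.35 (SE 1.17) for aldh8a1, -5.83 (SE 0.97) for ADAMTSL2, -5.11 (SE 1.14) for fbxo41, -4.87 (SE 0.89) for the kinase gene itpka and -4.84 (SE 0.82) for TESK1. The values for il17ra1a, with 0 counts in MZ embryos at the earlier stage, and ADAMTSL2, with 1 count in MZ embryos at the later stage, are fitted ones that depend on the prior count and are no fold changes. Adjusted p-values were 0.0134, 0.00855, 0.0315, 0.0297 and 0.0243 for the first 5 genes and 0.0296, 0.0218, 0.0471, 0.0294 and 0.0224 for the last 5 (edgeR quasi-likelihood). Of 100 drawn splits of the libraries, 1, the real one, gave as many as 327 genes. The highest of the others, which mixed the genotypes in at least 1 stage, gave 292. Such a split can keep the real groups of the other stage and so hold its genotype effect. Whether this split did was not recorded. The split that keeps both genotypes apart and mirrors 1 stage was not among those drawn. The rank therefore neither excludes a random grouping nor shows that a random grouping comes near the real count.

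The ribosomal RNA gene zgc:158463, outside the tests, was at 0.309% of counts or more in each MZ sphere library and at 0.0221% or less in each wt sphere library.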

How the results depend on the processing

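The odds ratios of the chromosome test without single libraries were chosen after seeing the data, and all other alternatives were planned. The loss of smchd1 and the stage changes in wt and MZ embryos kept their direction and call, or a count within 1.5 times, under every alternative run on them. Over all alternatives, 227 values of the results in the report stayed so, 56 counts moved by more, 3 tests no longer passed and 6 newly passed. Of the values of named genes, 1627 kept direction and call, 312 no longer passed and 16 newly passed. The direction turned for 1 gene, hoxb13a, which was not called, with log2 fold changes from -2.17 to 0.19 when single libraries were left out, among them 0.10 and 0.14.

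With DESeq2, the tool of the study, 1927 and 2726 genes changed at the 4- to 8-cell and sphere stages, 7 hox genes were higher at the earlier one, 423 genes were shared between stages and 1450 had a genotype by stage interaction. It gave 827 genes changed more than 2-fold in MZ at 4- to 8-cell stage and 1178 genes changed more than 2-fold in MZ at sphere stage. On the simulated counts of the 2 stages DESeq2 made 89 and 36 false calls, where edgeR made 13 and 8. It recovered 66.7% and 37.3% of genes changed 2-fold, where edgeR recovered 47.0% and 17.9%. With a fit to all 12 libraries the real counts were 456 over 2-fold at the 4- to 8-cell stage, 2591 changed at the sphere stage and 189 shared. With an estimated correlation the hox set had adjusted p-values of 0.210 and 0.546 (camera) and 0 lists passed at either stage, and with fry 8 and 7 lists did. Within 10 Mb of smchd1 the odds ratio at the sphere stage was 1.09. For each of these, the cause was not tested.

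When single libraries were left out, which leaves fewer samples, the counts ranged from 125 to 333 changed genes, 101 to 233 over 2-fold and 2 to 4 hox genes in 4- to 8-cell embryos, and from 84 to 1250, 84 to 919 and 0 to 4 at the sphere stage. Lists passing camera at the sphere stage ranged from 2 to 5, shared genes from 12 to 80 and genes with an interaction from 26 to 806. The odds ratio on the chromosome of smchd1 at the 4- to 8-cell stage ranged from 1.90 to 2.48 and passed each time.

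The libraries share replicate numbers, which the labels do not tie to a clutch or day. Deviations of same-numbered wt and MZ libraries correlated at 0.0741, 0.0354 and 0.0279 at the 4- to 8-cell stage and at 0.028, -0.0041 and 0.271 at the sphere stage, and 4 and 3 of 6 libraries correlated best with their own number. With the number as a block, 66 genes (51 over 2-fold) and 0 hox genes changed in 4- to 8-cell embryos, 1248 changed at the sphere stage, and 17 were shared. Depth limits genes near the count minimum most, since 1 CPM stood for 7.83 counts in the shallowest library.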

Other observations

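The tests of linkage to smchd1, of RNA from other cells, of blood or liver, follicle and testis cells and of early zygotic activation, the axis under other scalings and the low-count genes named next were chosen only after the result was seen. Hox genes below the count minimum went mostly toward MZ libraries at the 4- to 8-cell stage and both ways at the sphere stage. Over 3 libraries each, wt and MZ embryos had 8 and 32 counts of hoxa3a, 5 and 21 of hoxa13a, 2 and 18 of hoxb4a, 2 and 15 of hoxa9a, 2 and 12 of hoxb3a and 0 and 13 of hoxc8a, but 20 and 28 of hoxa2b, 16 and 19 of a HOXC12 gene, 8 and 9 of hoxd4a and 8 and 6 of a HOXC6 gene. In sphere libraries the counts were 0 and 21 of hoxd10a, 2 and 28 of hoxb7a and 2 and 19 of hoxc9a, and the other way 42 and 2 of hoxd13a, 36 and 13 of hoxc11b, 19 and 5 of hoxb13a, 6 and 0 of a HOXC6 gene and 5 and 0 of a HOXC12 gene. These genes were not in the main fit of that stage and were tested with no filter. Some of the sphere ones, such as hoxc11b, were also in the fit to all 12 libraries, where 11 hox genes were tested.

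For the comparisons within a stage and between stages, 3 against 3 libraries make 10 splits, too few for a share under 0.05. The real split, 1 of 10 in each case, gave at the 4- to 8-cell stage 482 changed genes (highest other split 1), 290 over 2-fold (1), 4 hox genes (0), a camera p of 8.33e-07 for the hox set (0.00118) and a Fisher's exact p of 0.189 for the chromosome of smchd1 (1). At the sphere stage it gave 1269 (1), 764 (1), 4 (0), 2.62e-05 (0.00138) and 9.17e-07 (1), and between the stages 4134 genes in wt (1) and 3387 in MZ embryos (1). Of 100 drawn pairs of splits, 1, the real one, gave 78 genes shared between the stages, and the highest other gave 2. Those 2 changed in opposite directions in the real splits and were counted with the sign of 1 stage turned. Any other split of a stage called at most 1 gene, so that a pair holding it could share no more. The rank was thus fixed by the splits within a stage, and no further conclusion is drawn from it.

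At the sphere stage, MZ libraries had moved less far than wt libraries along an axis from maternal to zygotic RNA that was drawn from wt libraries. Its genes were those that rose or fell in a wt sphere library by a log2 difference above 2. No axis was drawn from MZ libraries. Genes that change in wt but less in MZ embryos enter by this choice and place MZ libraries behind. The test therefore cannot tell a general lag from a difference in such genes. For genes that fall, MZ means were 0.554 to 0.561 and wt means 0.756 to 0.876 of the distance, and for genes that rise 0.888 to 0.967 and 0.898 to 1.04. Carry-over of ribosomal RNA or low depth is argued against, since MZ replicate 1, with the most ribosomal RNA, was lowest in 0 of 6 combinations of axis and direction. Collection of MZ embryos at an earlier point of development may account for the lower MZ values and stays open. All MZ libraries lay below both wt libraries in 4 of 6 combinations, 3 of them for genes that fall, and in 3 with no scaling factor. The choice of genes in wt libraries could give this as well. A difference between the genotypes themselves also stays open, as untested, and the design does not separate it from time of collection.

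Changed genes lay next to each other more often than in random orders at the 4- to 8-cell stage. Linkage to smchd1 within 10 Mb can account for few of the changed genes, since at most 0.860% of those with a position lay there. That window held only 73 and 72 tested genes at the 2 stages, so a large share could not have been seen. Beyond 10 Mb on the same chromosome 22 of 564 (3.90%) and 79 of 574 tested genes (13.8%) changed. Against all other placed genes Fisher's exact p was 0.208 and 3.09e-07, and linkage over longer distances stays open. Stretches of chromosome that differ between the MZ line and the wt fish may account for the 29 neighbouring pairs at the 4- to 8-cell stage (median 10 and highest 22 in 100 random orders), but at the sphere stage there were 71 (median 70, highest 92). This stays open, since at the earlier stage pairs changing in the same direction were in excess (22, median 5) and those in opposite directions were not (7, median 5, highest 13). At the sphere stage 45 pairs changed in the same direction (median 35, highest 47) and 26 in opposite directions (median 34.5, highest 50). An effect of smchd1 on neighbouring genes was not tested apart from these counts of pairs.

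The rise of hox transcripts at the 4- to 8-cell stage could come from other cells or from early transcription. Early activation is argued against only for the zygotic genes tested, 14 of 39, which were compared with 15 of 47 hox genes. The bootstrap interval of the median of the zygotic list ended at 0.0206 and that of the hox list began at 1.04 on the log2 scale. It resamples genes, not libraries. The other zygotic genes stayed below the count minimum. Over all 39, those included, the summed CPM was 94.7 ± 16.0 in wt and 52.0 ± 0.701 in MZ embryos, with no net rise. Maternal RNA of tested ones, such as id3, could hide a small rise. Activation of the zygotic genome as a whole is thus not excluded by these libraries alone. The study describes all RNA of this stage as supplied by the mother. RNA from follicle, blood, liver or testis cells is argued against by the size of the rise. Between any 2 libraries the summed markers rose by at most 11.6 CPM for blood or liver, 4.44 CPM for follicle and 23.6 CPM for testis, and the hox sum by at least 37.3 CPM. This takes it that such cells hold at least as much RNA of these markers as of hox genes, which was not tested. By the ratio of sums, liver at 1.56 lay above the limit first written for that test. The follicle sum, led by CYP11A1 (284 CPM in wt and 128 CPM in MZ), could hide a small share, but the 59 markers of the 4 lists under 1 CPM in wt rose by at most 3.44 CPM together, and the highest ratio of sums, 1.56, was that of liver, whose sum was 0.943 CPM in wt and 1.47 CPM in MZ (2 of 13 blood, 0 of 18 liver, 4 of 23 follicle and 4 of 15 testis markers reached 1 CPM in wt, and coro1a, fga and dnah5 led the other lists with 3.87, 0.316 and 8.67 CPM in wt and 3.62, 0.348 and 13.7 CPM in MZ). Cell types without a list were not tested, and from these libraries alone an effect of the loss of smchd1 in mother or embryo stays open as a hypothesis. To tell a rise before fertilization from early zygotic activation, the study measured unfertilized eggs by qPCR. It found hox transcripts raised in eggs of null mothers, and less so in eggs of heterozygous mothers. It proposes a defect in the germ line of the mother, before fertilization.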
